A study of Mus musculus with 96 samples. Its data were reported in "Circadian-driven tissue specificity is constrained under caloric restricted feeding conditions" (2024).

How the data were processed

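RNA was measured in 96 sequencing libraries from forebrain, cerebellum, liver and kidney of wild-type C57BL/6 mice. Control mice (CON) were left undisturbed, and sleep-deprived mice (SD) were kept awake during their resting phase in a slowly rotating drum with food and water. Tissues were then taken at 6 circadian times (CT), every 4 h from CT4 to CT24. There were 2 replicates for each tissue, condition and time, which makes 48 groups. Deprivation came before the sampling, so in SD mice each circadian time was also a different time since deprivation. The 2 cannot be told apart in this design. Libraries were made from total RNA with a strand-specific protocol. A total RNA library holds unspliced and noncoding RNA as well as mature messenger RNA, so reads from introns of one gene can fall on the exons of another that overlaps it.

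The deposited values are raw counts per gene, which the authors made in 4 steps from paired-end reads. Reads were trimmed with Trim Galore 0.6.4, aligned to the GRCm38 mouse genome with HISAT2 2.1.0, kept at a mapping quality of 60 with Samtools 1.9 and counted per gene with featureCounts 1.6.4 for reverse-stranded pairs. The mapping quality filter removes reads that align equally well to several places, so genes with near-identical copies can be undercounted, and such genes are reported here as uncertain. The counting used strand, so antisense genes were separated from their partners as far as a library kept its strand information. Each file listed 54833 features, of which 49585 had Ensembl identifiers and 5248 were numbered loci whose origin was not stated. Gene symbols and positions came from GENCODE release M21, which is on the same genome build, and 49326 of the Ensembl identifiers had a symbol there. The table of the whole series held the same counts as the file of each library in 96 of 96 columns. The authors also describe TPM values for their own tests, which were not used here.

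Groups were taken from the titles of the samples. For 20 of the 24 kidney libraries the title and the listed characteristics named different conditions or times, and the titles were used, which the kidney columns of the series table also carry. In every library of the other 3 tissues the listed hour was 4 h below the hour of the title. This constant offset was not counted as a conflict, and apart from it none occurred there. Which of the 2 scales gives the true circadian time was not tested. No 2 libraries held identical counts, so every library counted as 1 replicate. Depth, taken as the sum of gene counts, ranged from 24.8 to 58.5 M per library. A gene at 1 CPM (count scaled to the library total) therefore rested on about 24.8 to 58.5 counts per library. Errors given as SD are between libraries and include the animal, the dissection and the library, and a time point alone has 2 libraries per condition.

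Differences between SD and CON were tested for each tissue separately with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM scaling factors, genes kept by filterByExpr over the 12 groups of the tissue and Benjamini-Hochberg adjustment over all genes tested. The first test used condition plus time point as an additive factor and gives the change averaged over time. The second used a mean for each of the 12 groups and tested the 6 time points together and singly. The third tested whether the cosine and sine terms of a 24 h rhythm differed between the conditions, with 2 degrees of freedom. Standard errors (SE) of log2 fold changes were the fold change over the square root of its F statistic. Liver and kidney were compared at each time point in a fit over the 24 libraries of one condition, at an adjusted p under 0.05 and an absolute log2 fold change over 1. DESeq2 1.42.0 served as the second tool.

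Rhythmic genes were called within each tissue and condition, over 12 libraries, by the JTK_CYCLE procedure written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure ranks the CPM values against cosine references at 6 phases, uses the exact null distribution of Kendall's tau, multiplies p by the number of phases and adjusts over genes. Tissue specificity was the SPM score, the squared mean of a gene in one tissue over the sum of its squared means in the 4 tissues, from control libraries. The score used by the study rested on an outside atlas that was not used here. The aging and longevity list held 984 symbols in the 6 sets of the study. The amplitude change of a gene was the absolute difference of its JTK amplitude between SD and CON in CPM.

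A further 12 short gene lists were tested by the mean log2 CPM of their genes, for core clock genes, genes that respond to sleep loss, temperature, glucocorticoids, or fasting and feeding, and markers of hepatocytes, kidney, choroid plexus, erythroid cells, cerebellum, forebrain and males. The score was compared between conditions by an exact two-sided permutation test over all 46656 exchanges of libraries within time points, with Benjamini-Hochberg adjustment over the 48 tests. Gene lists for interferon response with major histocompatibility complex (MHC) class I, and for leukocytes, were added after the fold changes had been seen and form a family of 8 tests.

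The groups, tests, thresholds, short lists, naming rule and first set of alternatives were fixed before the data were examined. The genes named were those of the short lists, up to 3 genes per direction and tissue with the largest change among those past the threshold, with at least 1 CPM and the same direction at all 6 time points, and the 3 genes per tissue with the smallest p for a difference in rhythm. A result that met this rule is not reported here. Any gene named outside this rule is said to have been chosen after its values were seen. The alternatives were DESeq2 in place of edgeR, its size factors in edgeR, no filter on low counts, the 15996 features with at least 1 count in all libraries, a replicate block, other forms of each model, leaving out each library in turn, and other settings of the rhythm, specificity and list measures. Alternatives chosen after seeing the data were library sizes without TMM factors, a covariate for the balance of long and short genes, and the liver without CT16. For the long and short balance, genes over 100 kb were set against genes under 10 kb, both above a mean of 2 CPM.

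The 3 edgeR tests of sleep deprivation over all time points and the JTK_CYCLE procedure were tested on simulated data with 19708 genes drawn from the means and library sizes of the liver. The other procedures were not simulated. Of 200 genes changed 2-fold at all times, edgeR recovered 190 with 5 false calls. Where the 2-fold change was at a single time point, the joint test recovered 24 of 200 with 2 false calls, so its power for such a change was low. A rhythm difference with a log2 amplitude of 1 was recovered for 160 of 200 genes with 5 false calls. With no change, the test averaged over time gave 0 calls, and the other edgeR tests were not run on such data. The JTK_CYCLE procedure recovered 114 of 200 rhythmic genes at an adjusted p under 0.05 and 185 at an unadjusted p under 0.05, and the smallest p it can give for 12 libraries is 5.77e-05. Its unadjusted p was conservative. It lay under 0.05 for 1.38% of simulated genes without a rhythm and for 1.69% of 20000 random orders.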

Results

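To follow gene expression in different organs at 6 circadian times after sleep deprivation, 96 libraries of gene counts were compared. There were 24 each from forebrain, cerebellum, liver and kidney. Each tissue had 12 CON and 12 SD libraries, 2 for each of 6 circadian times. The libraries held 34.98 ± 6.74 M counts (SD, n = 96). Depth differed between tissues, from 24.8 to 30.9 M in the cerebellum, 28.997 to 47.989 M in the forebrain, 32.032 to 48.852 M in the liver and 32.2 to 58.5 M in the kidney. Between conditions the depth was alike, with 34.4 ± 6.52 M counts in CON and 35.6 ± 6.97 M in SD (SD, n = 48). The genes Gm26917 and CT010467.1, chosen as a marker of residual ribosomal RNA, took 2.19% to 6.68% of the counts. A total of 15996 features had at least 1 count in every library.

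The core clock genes were examined first, since their timing is known to oscillate in all these organs. Arntl (also called Bmal1, chromosome 7, 113207465 to 113314126 on GRCm38) lay between 35.9 and 50.4 CPM in the 4 control liver libraries of CT4 and CT8 and at 4.65 and 5.09 CPM in those of CT16. Under sleep deprivation, liver Arntl lay between 37.99 and 45.3 CPM at CT4 and CT8 and at 3.89 and 7.52 CPM at CT16. Nr1d1 (chromosome 11, 98767932 to 98775333), which encodes a repressor of Arntl, ran the opposite way in the liver, from 2.76 CPM in a control library of CT4 to 93.1 CPM in one of CT16. In the forebrain control libraries the swing was smaller, with Arntl between 28.6 and 66.6 CPM. The edgeR cosinor test called 14 of the 16 tested clock genes rhythmic in control liver and 15 under sleep deprivation, 15 in the kidney in both conditions, 2 and 0 in the forebrain and 1 and 4 in the cerebellum, for control and sleep deprivation in turn. The single cerebellum gene in control was Nr1d1. The 2 forebrain genes in control were Ciart and Nr1d1. The JTK_CYCLE procedure, adjusted over all genes tested, called 0 clock genes in control liver and 7 under sleep deprivation. In the kidney it called 3 and 0, and in forebrain and cerebellum 0 in both conditions. Adjusted over the 16 genes alone, it called 12 and 15 in the liver and 15 and 15 in the kidney. In the forebrain this gave 3 and 0, and in the cerebellum 10 and 7, the reverse order of the cosinor counts there.

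**Figure D1:**
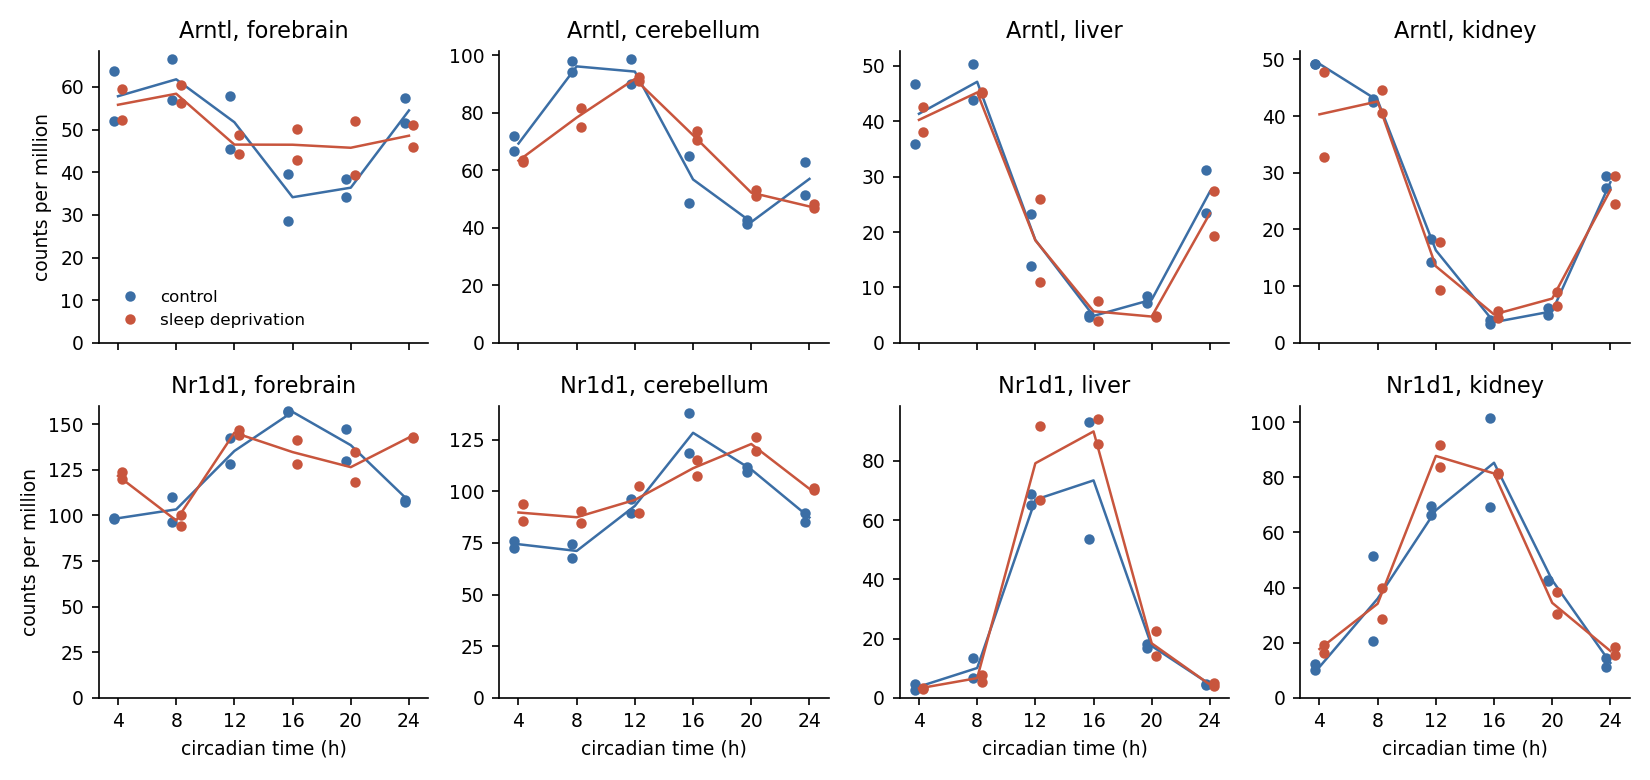
CPM of Arntl and Nr1d1 against circadian time in hours for the 4 tissues, with 1 point per library and lines through the means of 2 libraries, in blue for control and red for sleep deprivation. In liver and kidney Arntl fell and Nr1d1 rose between CT8 and CT16 in both conditions, while in the forebrain Arntl stayed between 28.6 and 66.6 CPM.

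Next, genes were sought whose level differed between SD and CON averaged over the 6 time points. At an adjusted p under 0.05 in edgeR there were 7 of 23078 genes in the forebrain, 0 of 22218 in the cerebellum, 3592 of 19708 in the liver and 495 of 21528 in the kidney. At an unadjusted p under 0.05 the numbers were 1479, 757, 6081 and 2812. All 7 forebrain genes were lower under sleep deprivation. In the liver 1857 genes were higher and 1735 lower, and in the kidney 39 were higher and 456 lower. The DESeq2 Wald test moved the forebrain result most, to 17 genes, among them the same 7. That a tissue passed with more genes than another was not itself tested as a difference between tissues.

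The liver split depended on scaling. The TMM factors of liver libraries were on the log2 scale 0.07 ± 0.09 in CON and -0.07 ± 0.10 in SD (SD, n = 12) and were lower under sleep deprivation at 6 of 6 time points. With library sizes alone, 4124 liver genes passed, of which 358 were higher and 3766 lower, and 2093 were shared with the 3592. The share of higher genes thus went from 51.7% to 8.68%, and the median log2 fold change of all liver genes from 0.01 to -0.13. The liver changes given here are relative to the median gene, as TMM sets it. In the kidney the share of higher genes was 7.88% with TMM and 9.68% with library sizes. In the same direction, the 100 most abundant genes took 35.9% ± 1.14 of the liver counts in CON and 37.5% ± 1.56 in SD (SD, n = 12), higher under sleep deprivation at 6 of 6 time points (exact permutation p = 0.000429, two-sided, adjusted 0.00171). In forebrain, cerebellum and kidney this share gave adjusted exact p-values of 0.475, 0.634 and 0.475.

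**Figure D2:**
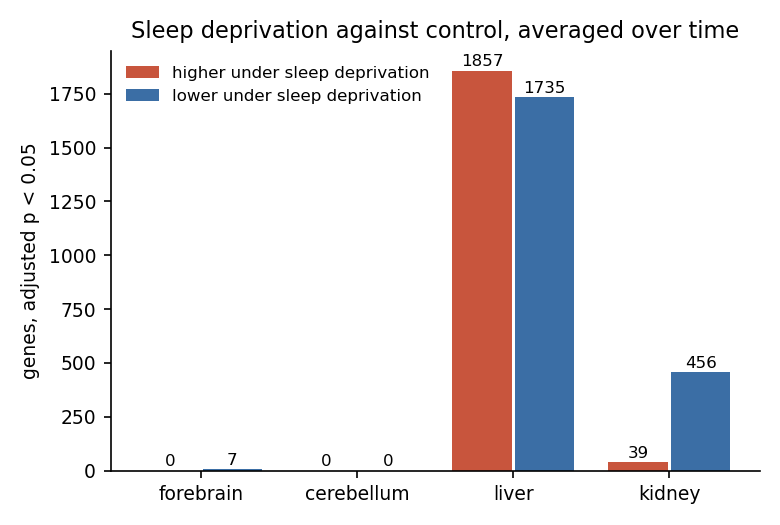
Number of genes past an adjusted p of 0.05 in each tissue for sleep deprivation against control averaged over time, with red bars for higher and blue bars for lower genes under TMM scaling. The liver bars stand at 1857 and 1735 genes; with library sizes alone these become 358 and 3766.

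In the forebrain, the genes that fit the naming rule were 3 immune genes, all lower under sleep deprivation at 6 of 6 time points. H2-Q7 (chromosome 17, 35439155 to 35443773), a nonclassical MHC class I gene with close paralogs, had 1.48 ± 0.71 CPM in CON and 0.56 ± 0.28 in SD (SD, n = 12), a log2 fold change of -1.39 (SE 0.25, edgeR adjusted p = 0.046). Its call was the least firm, as it was lost in 19 of the 24 fits that left out 1 library. Gbp4 (chromosome 5, 105115767 to 105139586), an interferon-induced GTPase in a family of similar genes, changed by -1.02 (SE 0.16, adjusted p = 0.0161), and 1 such fit lost the call. Nlrc5 (chromosome 8, 94434356 to 94527272), an activator of MHC class I genes, changed by -0.98 (SE 0.15, adjusted p = 0.0104) and stayed past the threshold in all 24. With a covariate for the balance of long and short genes, 3 forebrain genes passed, Nlrc5 among them, but not H2-Q7 or Gbp4.

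In the liver, the largest increases by the rule were in noncoding genes. Gm45301 (chromosome 8, 35407471 to 35409506) rose from 3.61 ± 3.14 to 8.94 ± 7.23 CPM (SD, n = 12), a log2 fold change of 1.35 (SE 0.33, edgeR adjusted p = 0.00632). Rapgef4os1, an antisense transcript on chromosome 2 (72097603 to 72148796), changed by 1.15 (SE 0.30, adjusted p = 0.00978), and B930025P03Rik (chromosome 8, 10870422 to 10882454) by 1.14 (SE 0.17, adjusted p = 0.000132). The SD of these genes spans 6 times of day as well as the replicates. The largest decreases were in Gsta1 (chromosome 9, 78230656 to 78242684), with -3.96 (SE 0.50, adjusted p = 2.89e-05), and Cyp2a4 (chromosome 7, 26307169 to 26315088), with -2.63 (SE 0.43, adjusted p = 0.000195). Gsta1 was at 2.71 ± 3.03 CPM in CON and 0.13 ± 0.11 in SD (SD, n = 12), close to the counting floor under sleep deprivation. Cyp2a4 fell from 148.6 ± 197.3 to 19.7 ± 18.4 CPM. Both belong to families with near-identical members, so their own share of the change is uncertain. The same holds for Gm42375 (chromosome 7, 26304421 to 26307286), an antisense gene overlapping Cyp2a4 that changed by -2.35 (SE 0.40, adjusted p = 0.000335). All 6 genes kept their direction at 6 of 6 time points and stayed past the threshold without any single library.

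Among the genes of the short lists in the liver, Cpt1a rose by 0.38 on the log2 scale (edgeR adjusted p = 0.000561), Angptl4 by 0.91 (adjusted p = 0.00611) and Klf9 by 0.42 (adjusted p = 0.00186). Serpina3k rose by 0.50, Mup3 by 0.47 and Cyp4a10 by 0.80, all with paralogs that make their level uncertain. Pnpla3 changed by -1.33 (adjusted p = 0.00427), Scd1 by -0.46 (adjusted p = 0.0153) and Cdkn1a by -0.46 (adjusted p = 0.00472). Of the immediate early genes, Nr4a1 changed by -0.70 (adjusted p = 0.00285), Fos by -0.91, Arc by -0.998 and Egr2 by -0.78, from low levels of 3.61, 2.47, 0.30 and 0.82 CPM in CON. Leaving out 1 library lost the call for Tef in 15, Egr2 in 13, Arc in 10, Pck1 in 8, Aqp1 in 7, Calb1 in 3 and Car8 in 1 of 24 fits. Rises in Ahsg (0.25), Apoh (0.25), Apoa1 (0.28), Hlf (0.21), Ppp1r1b (0.35), Alb (0.24), Car8 (0.25), Calb1 (0.36), Aqp1 (0.15), Pck1 (0.73) and Tef (0.25) passed under TMM and were not past the threshold with library sizes alone.

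In the kidney, Lrrc8e (chromosome 8, 4226827 to 4237470) changed by 0.59 on the log2 scale (SE 0.16, edgeR adjusted p = 0.0481), a call lost in 17 of 24 fits without 1 library. The pseudogene Gm43158 (chromosome 3, 122125106 to 122227370) changed by 0.56 (SE 0.13, adjusted p = 0.0194). With the long and short gene covariate, neither Lrrc8e nor Gm43158 passed. The largest decreases were in BC023105 (chromosome 18, 60441765 to 60442980), with -2.21 (SE 0.28, adjusted p = 7.85e-05), H2-DMb2 (chromosome 17, 34143307 to 34151555), with -2.16 (SE 0.29, adjusted p = 0.000118), and Gm4841 (chromosome 18, 60268305 to 60273272), with -1.64 (SE 0.23, adjusted p = 0.000135). H2-DMb2, an MHC class II chaperone gene, went from 8.22 ± 6.33 to 1.70 ± 0.54 CPM (SD, n = 12). These 3 genes were lower at 6 of 6 time points, stayed past the threshold without any single library, and have close paralogs.

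Differences at any time point were tested next. The joint edgeR test over the 6 time points gave 0 genes in the forebrain, 0 in the cerebellum, 702 in the liver and 156 in the kidney, with 2743, 2036, 3347 and 2277 genes at an unadjusted p under 0.05. This result moved most when no filter on low counts was applied, to 3552 genes in the cerebellum. Taken singly, CT4, CT8, CT12, CT16, CT20 and CT24 gave 0, 0, 0, 1, 526 and 0 genes in the forebrain and 0, 2281, 0, 0, 0 and 0 in the cerebellum. The liver had 2, 82, 0, 0, 0 and 47 genes and the kidney 1, 2, 8, 1, 3 and 71. Where the count was 0, the genes at an unadjusted p under 0.05 numbered 675, 1018, 1442 and 704 in the forebrain, 1606, 506, 365, 1274 and 578 in the cerebellum, and 1509, 2726 and 1573 in the liver. With DESeq2 most single time points gave more genes, for example 1716 for the forebrain at CT20 and 499 for the liver at CT8.

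The 2281 cerebellum genes of CT8 rested on a single library. Of these genes 2161 were higher in CON, and control replicate 1 lay a median of 2.63 on the log2 scale from the SD mean, against 0.14 for control replicate 2. In that library, antisense genes held 16.5% of the counts of their protein-coding partners, against 3.02% to 3.72% in the other 23 cerebellum libraries. Of the calls with an annotated position, 72.7% were overlapped by a gene on the opposite strand, against 44.2% of all tested genes. The library stayed in all fits except those of the leave-one-out alternative without it. At CT20 in the forebrain, 426 of the 526 genes were higher under sleep deprivation, and the median fold change of long genes exceeded that of short genes by 0.19 on the log2 scale, against -0.07 to 0.06 at the other 5 time points.

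**Figure D3:**
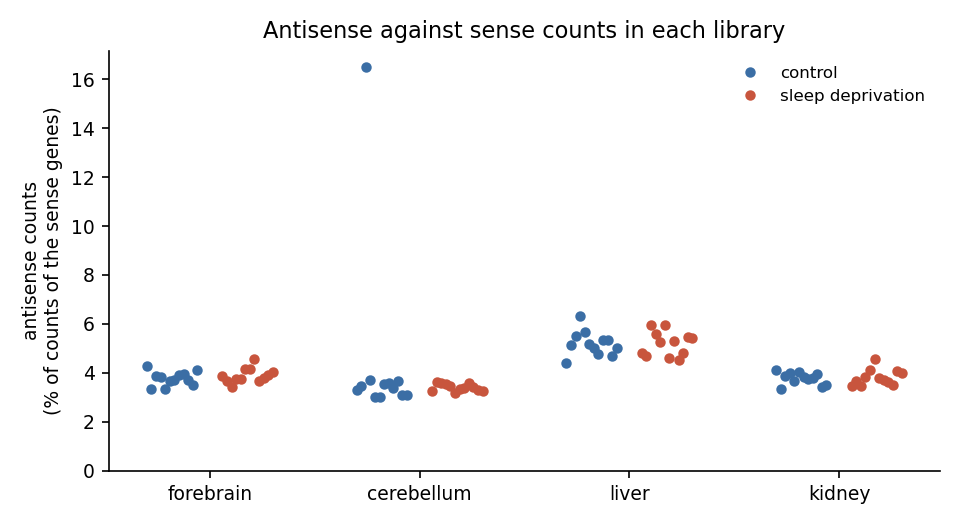
Counts of antisense genes as a percentage of the counts of their protein-coding partners on the opposite strand, with 1 point per library, in blue for control and red for sleep deprivation. Control replicate 1 of CT8 in the cerebellum stands at 16.5%, above the other 23 cerebellum libraries at 3.02% to 3.72%.

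Time points with 5 or fewer genes are listed by name, chosen after their values were seen. In the forebrain at CT16 the gene was Gm37633 (log2 fold change 1.59, edgeR adjusted p = 0.026). Liver genes at CT4 were Apoa4 (1.27) and Kif23 (-2.53), both with an adjusted p of 0.0184. Kidney genes were Vcam1 at CT4 (-0.70, adjusted p = 0.0203), Ptpru (0.83, adjusted p = 0.0478) and Coro1a (-1.19, adjusted p = 0.0322) at CT8, and Irgm1 (-1.40) and Parp9 (-0.80) at CT20 with an adjusted p of 0.0257. Gm9780 also passed at CT20, at 3.22 and 1.82 CPM in CON and 0.05 and 0.07 in SD, but stood at no more than 0.08 CPM in the kidney libraries of other times. At CT16 the kidney gene was Klhdc2 (chromosome 12, 69296681 to 69310687), with 1133 and 1704 CPM in the SD libraries, 139 and 218 CPM in the CON libraries and 148 to 511 CPM in the 20 libraries of other times (log2 fold change 2.96, adjusted p = 0.0216).

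To ask whether the rhythm differed after sleep deprivation, the cosine and sine terms were compared between conditions. Time since deprivation varied with circadian time, so this test could not by itself separate a changed rhythm from recovery. The edgeR test gave 0 genes at an adjusted p under 0.05 in each of the 4 tissues, with 1390 genes in the forebrain, 2248 in the cerebellum, 722 in the liver and 874 in the kidney at an unadjusted p under 0.05. Removing the filter on low counts moved this most, to 409 genes in the liver. The genes with the smallest p were Npsr1 (adjusted p = 0.266), Fam171b (adjusted p = 0.295) and Kcnk5 (adjusted p = 0.313) in the forebrain. In the cerebellum Tgm5, Pfkfb3 and Gm42692 each had an adjusted p of 0.454. In the liver Arhgef10l, Pla2g7 and Kif14 had 0.99965 and in the kidney Gpt2, Slc38a3 and Nav2 had 0.999.

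The short gene lists were compared as scores averaged over time, with 3 of 48 tests past an adjusted exact permutation p of 0.05, all in the liver. There the list of genes that respond to sleep loss changed by -0.38 ± 0.23 on the log2 scale (SD over 6 time points, lower at 6 of 6, adjusted exact p = 0.00514), and by -0.51 with library sizes alone (adjusted exact p = 0.00206). In the other tissues this list changed by 0.15, 0.17 and -0.08. A response that faded after deprivation could be missed by a score averaged over the sampled times. Hepatocyte markers were higher in the liver by 0.29 ± 0.14 (6 of 6 time points, adjusted exact p = 0.00412) and cerebellum markers, of which 3 were tested in the liver, by 0.30 ± 0.21 (5 of 6 time points, adjusted exact p = 0.0405). With library sizes alone, these effects were 0.15 and 0.17 and no longer passed (adjusted exact p = 0.0504 and 0.164). Elsewhere hepatocyte markers ranged from -0.25 to 0.22 and cerebellum markers from -0.15 to 0.31.

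Effects of the remaining lists over the 4 tissues did not pass. They ranged from 0.03 to 0.08 for core clock genes, -0.06 to 0.17 for temperature, 0.04 to 0.19 for glucocorticoid response, -0.04 to 0.15 for fasting and feeding, -0.20 to 0.01 for kidney markers, -0.00 to 1.67 for choroid plexus markers, 0.10 to 0.22 for erythroid markers, 0.08 to 0.21 for forebrain markers and -0.00 to 0.06 for male markers. In the liver, the core clock, temperature, glucocorticoid, forebrain and male lists changed sign with library sizes alone, to -0.09, -0.06, -0.09, -0.03 and -0.07. Single genes of these lists were also counted for a change in level, adjusted over the list alone and over all genes tested. In the liver the counts were 1 and 2 for core clock genes, 5 and 4 for sleep loss, 2 and 2 for glucocorticoid response, 10 and 7 for fasting and feeding, 8 and 6 for hepatocyte markers, 1 and 1 for choroid plexus markers, 2 and 2 for cerebellum markers and 1 and 1 for forebrain markers. In the kidney they were 3 and 1 for fasting and feeding and 1 and 0 for cerebellum markers. Glucocorticoid genes gave 4 and 0 in the cerebellum, and kidney markers 2 and 0 in the forebrain. For a difference in rhythm, 4 core clock genes passed in the cerebellum adjusted over the list alone, against 0 over all genes tested. These were Arntl (list-adjusted p = 0.0181), Nr1d1 (0.0209), Ciart (0.0209) and Per3 (0.0265). The others were Ciart (0.0094) and Rbm3 (0.00687) in the forebrain, Mt1 and Mt2 (both 0.00825) in the liver and Slc12a3 (0.0216) in the cerebellum.

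Rhythmic genes were then called within each condition. The JTK_CYCLE procedure gave 29 rhythmic genes in control liver, 347 in sleep-deprived liver and 34 in control kidney at an adjusted p under 0.05. It gave 0 in sleep-deprived kidney, where 1586 genes had an unadjusted p under 0.05, and 0 in both conditions of the forebrain (1279 in CON and 723 in SD at an unadjusted p under 0.05) and of the cerebellum (640 and 863). With shuffled time labels the median number at that level was 284 in sleep-deprived kidney. It was 250 and 269 in the forebrain and 311 and 313 in the cerebellum, where some orders reached the real number, as given below. The edgeR cosinor test moved these counts most, to 1732 genes in control liver and 2328 under sleep deprivation. In the kidney it gave 846 and 414, in the forebrain 23 and 1 and in the cerebellum 1 and 21. With TMM factors in the CPM, the JTK_CYCLE counts were 0 in control liver, 135 in sleep-deprived liver and 0 in control kidney. The clock genes called were Hlf, Arntl and Per2 in control kidney and Hlf, Cry1, Nr1d1, Npas2, Nr1d2, Tef and Clock in sleep-deprived liver. The 347 genes peaked most often at CT12, with 88 genes.

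The liver lists shared 11 genes, 3.01% of their union, where independent lists would share 0.511 (Fisher's exact test, one-sided, p = 1.12e-12, across genes, which are not independent). With the cosinor test the shared genes numbered 993, or 32.4% of the union. The larger count in sleep-deprived liver is not a tested difference in rhythm, since the test of that difference gave 0 genes.

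The study asked whether genes with stronger oscillation are more specific to a tissue. Across the rhythmic genes of control liver, the log2 amplitude and SPM gave Pearson's r = 0.54 (n = 29, permutation p = 0.00269) and Spearman's rho = 0.61. In sleep-deprived liver r was 0.30 (n = 347, permutation p = 1e-05, the smallest possible here) and rho was 0.32. In control kidney r was 0.16 (n = 34, permutation p = 0.38) and rho 0.13. These are correlations across genes, which are not independent replicates, and the other 5 combinations of tissue and condition had no rhythmic genes. Taking all tested genes moved the control liver value most, to 0.22 (n = 18835, permutation p = 0.001). The amplitude taken relative to the mean of each gene moved it to 0.33 (permutation p = 0.0825) and the control kidney value to -0.13.

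It also asked whether aging and longevity genes are more disturbed by sleep deprivation than other genes. The median amplitude change of the list was 0.944 CPM in the forebrain, 0.811 in the cerebellum, 1.54 in the liver and 1.29 in the kidney. For all other tested genes it was 0.292, 0.247, 0.274 and 0.227 CPM. List membership gave a permutation p of 1e-05 in each tissue (two-sided), the smallest possible with 100000 resamples. The ratio of list to others was 3.23, 3.28, 5.61 and 5.69. Against lists matched on mean expression, however, the ratio was 0.901, 1.08, 1.02 and 1.16, with permutation p-values of 0.0848, 0.153, 0.715 and 0.0104. With amplitude relative to the mean of each gene, the choice that moved it most, the list changed less than the others in all 4 tissues, at 0.697, 0.712, 0.678 and 0.711 of their median. Among liver genes called rhythmic in either condition, the median change was 5.56 CPM for 29 list genes and 1.91 CPM for 336 others. Their ratio was 2.91 (permutation p = 0.0026), and this set was not matched on expression.

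Finally, liver and kidney were compared at each time point, and genes were counted by the number of time points at which they differed. A constant difference near the threshold can pass at some times and not at others. The share at all 6 is therefore no measure of time dependence by itself, and no randomized time labels were run for it. In control mice 12441 genes differed more than 2-fold with an edgeR adjusted p under 0.05 at any time point, of which 5824 (46.8%) differed at all 6. Under sleep deprivation there were 11999 genes, of which 6044 (50.4%) differed at all 6. A single time point gave between 8276 and 8978 genes in control mice and between 8454 and 8768 under sleep deprivation. The 8978 genes were those of CT16, with 4304 higher in liver, against 3456 to 3843 at the other times in control mice. Both control liver libraries of CT16, and SD replicate 1, stood apart in the balance of long and short genes, as given below. The comparison was not repeated without CT16, so its part in these counts is open. Both conditions shared 10450 genes for any time point and 5273 for all 6. Genes that were higher in liver at one time and in kidney at another numbered 52 in control mice and 23 under sleep deprivation. With no fold change threshold the number of genes was 18570 in control mice and 17450 under sleep deprivation, and with only features counted in all libraries it was 7474 and 7063. Whether the shares of 46.8% and 50.4% differ between conditions was not tested.

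**Figure D4:**
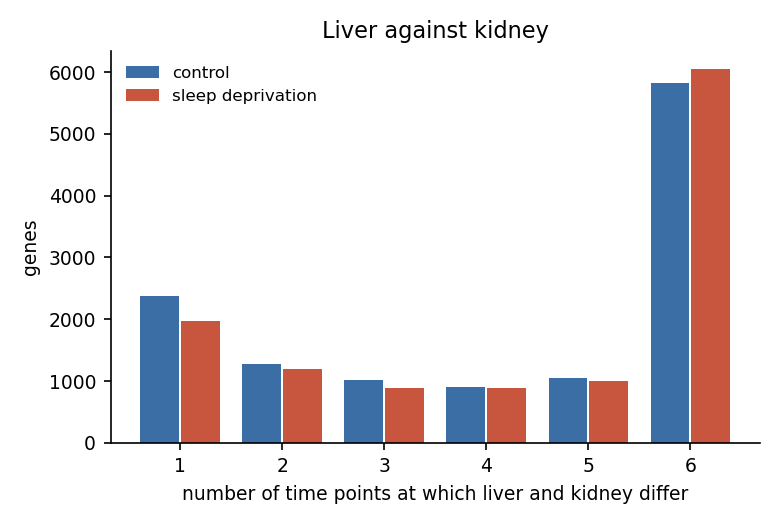
Number of genes that differ between liver and kidney at 1 to 6 of the time points, with blue bars for control and red bars for sleep deprivation. The bars at all 6 time points stand at 5824 and 6044 genes, and those at a single time point at 2375 and 1971.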

Values the study reported

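The study reported an average of 54 M reads per library over the 96 samples, with 18,531 expressed transcripts. In its larger liver and kidney series, it counted 9,898 genes that differed between the 2 organs at any of 6 time points. Of these, 44% or 4,454 genes differed at all 6 time points, against 47% on average when samples were randomized. For sleep deprivation, it reported a total amplitude difference of 1.14 for aging-related genes against 0.30 for other genes in the liver. In the kidney, the values were 2.41 and 0.71.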

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

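The tests of scaling and of gene length in this part were chosen only after the results were seen. Of the genes named for a change averaged over time, 15 were compared between the tissue that named them and the mean of the other 3 tissues, in 1 edgeR fit over 27324 genes, and 3 gave a difference with an adjusted p under 0.05. For several of the other genes one tissue held almost no counts, so the comparison had no power there.

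In the liver, the change of Rapgef4os1 exceeded the mean change of the other tissues by 1.27 on the log2 scale (SE 0.28, edgeR adjusted p = 0.00171), and that of B930025P03Rik by 1.35 (SE 0.29, adjusted p = 0.00135). Both are noncoding genes, and both were higher under sleep deprivation at 6 of 6 time points in the liver. Scaling argues little against them, since with library sizes alone the liver changes were 1.02 and 1.001 and stayed past the threshold (adjusted p = 0.0214 and 0.000324). With the long and short gene covariate, meant to take up unspliced RNA, the changes were 1.30 and 1.21, so a trend of that kind was not the whole of them. Leaving out 1 liver library gave 1.02 to 1.41 for Rapgef4os1 and 1.05 to 1.21 for B930025P03Rik. Rapgef4os1 lies antisense to another gene. Antisense genes of the liver held 4.40% to 6.32% of the counts of their partners in CON and 4.54% to 5.97% in SD, so no liver library stood apart in strand information. A response of the liver to sleep deprivation stays open and may only be put as a hypothesis, as it was found on these same libraries.

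In the kidney, H2-DMb2 changed by -2.31 relative to the mean of the other tissues (SE 0.34, edgeR adjusted p = 0.000307). The change in the kidney itself was -2.14 with library sizes alone and -2.05 with the long and short gene covariate, and ranged from -2.26 to -1.88 without 1 library. The gene serves antigen presentation, so fewer antigen-presenting cells in the sleep-deprived kidneys could lower it. The leukocyte list of the kidney, which was written after the fold changes had been seen, was also lower, and the interferon and MHC class I score fell beyond it by a difference of -0.34 on the log2 scale. Neither test counts the cells that carry H2-DMb2. Reads shared with its paralog were not tested. The gene was also at a low level, 1.70 CPM in SD, where the spread between control libraries was wide (8.22 ± 6.33 CPM, SD, n = 12).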

How the results depend on the processing

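Among the tests in this part, library sizes without TMM factors, the long and short gene covariate and the liver without CT16 were chosen only after the results were seen. Of 195 values that answer a comparison, taken under an alternative outside the leave-one-out fits, 66 counts or shares moved, 6 values reversed, 3 became weaker and 1 stronger, and the others stayed the same. For the 40 pairs of a named gene and tissue, 24 of 200 such values were no longer past the threshold and 0 reversed.

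The normalization moved few of the edgeR counts, while TMM factors moved the JTK_CYCLE counts, as given below. DESeq2 size factors in edgeR, the group-means model and the interaction with 5 degrees of freedom left all counts within 1.5 times. Library sizes without TMM factors gave 6, 0, 4124 and 341 genes averaged over time in forebrain, cerebellum, liver and kidney, within the same limit, although the liver split between higher and lower genes moved as the report gives it. The long and short gene covariate gave 3 forebrain genes in place of 7. Without the 4 liver libraries of CT16, 3314 liver genes passed, of which 2952 were among the 3592.

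Without a filter on low counts, the joint test over time points gave 729 genes in the forebrain, 3552 in the cerebellum, 2873 in the liver and 2705 in the kidney. The rhythm difference gave 1 gene in the forebrain, 409 in the liver and 38 in the kidney, and the average over time 1 gene in the cerebellum and 1043 in the kidney. Of these 1043 kidney genes 380 were higher and 663 lower, against 39 and 456 with the filter. Of the joint calls 727, 3408, 2870 and 2685 were genes that the filter also keeps, so most did not come from the added genes, and the cause was not tested further. In the forebrain 0 and in the cerebellum 0 genes had passed with the filter, against 2743 and 2036 at an unadjusted p under 0.05.

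DESeq2 called more genes than edgeR in most tests of sleep deprivation. Averaged over time it gave 17 genes in the forebrain and 1 in the cerebellum. In the kidney it gave 706 genes, of which 114 were higher and 592 lower. Its likelihood-ratio test over all time points gave 964 genes in the forebrain, 241 in the cerebellum, 2031 in the liver and 694 in the kidney, and for the rhythm difference 4, 11 and 4 genes in forebrain, cerebellum and liver. At single time points, the DESeq2 Wald test gave 3 genes at CT4, 20 at CT8, 32 at CT16, 1716 at CT20 and 1 at CT24 in the forebrain. In the cerebellum it gave 198 at CT4, 3119 at CT8, 2 at CT12, 1 at CT16 and 10 at CT20. Forebrain at CT12 and cerebellum at CT24 had 0 genes, with 1312 and 551 at an unadjusted p under 0.05. In the liver it gave 186, 499, 30, 269, 29 and 480 genes from CT4 to CT24 and in the kidney 55, 99, 74, 36, 76 and 304. The cause was not tested.

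Whether libraries of equal replicate number share an animal is not settled by the labels. Differences between replicates 1 and 2 correlated across genes from -0.48 to 0.54 between CON and SD of a tissue. Between liver and kidney of equal condition the correlation ran from 0.04 to 0.23 in CON and from -0.05 to 0.38 in SD. It exceeded 0.1 at 3 or 4 of 6 time points in each comparison. With a replicate block the joint test gave 1 gene in the cerebellum, and H2-Q7 in the forebrain and Lrrc8e in the kidney were not called. No other call of a named gene was lost, and no other count moved by more than 1.5 times.

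Leaving out each library in turn gave 3 to 9 genes averaged over time in the forebrain over 24 fits, the 3 without SD replicate 2 of CT24 and 4 without control replicate 2 of CT8, CT12 or CT20. It gave 3099 to 4500 in the liver and 368 to 535 in the kidney. The cerebellum stayed at 0, with 757 genes at an unadjusted p under 0.05 in the full data. The rhythm difference gave 0 to 1 genes in the forebrain, the 1 without SD replicate 2 of CT16, and 0 in cerebellum, liver and kidney, where 2248, 722 and 874 genes had an unadjusted p under 0.05 in the full data. The joint test, the single time points and the liver and kidney comparison were not refitted, because an arm would hold 1 library. The other groups would still have allowed a fit, so how far these counts change without 1 library was left untested. Of 960 values of named genes 94 lost their call, over 10 genes. The rhythmic genes of control liver and control kidney went to 0 in each of 12 fits, and those of sleep-deprived liver to between 0 and 103, with 0 without either library of CT8, CT12 or CT20 or replicate 2 of CT24 and 103 without replicate 1 of CT16. The 29 and 34 control calls all lay at the smallest p for 12 libraries, 5.77e-05. With 11 libraries the smallest p is 0.000173, and in the liver 69 genes at that p would be needed for any to pass, so these fits do not test the stability of the calls. The correlation in sleep-deprived liver ranged from 0.13 to 0.34 over the 5 fits that gave one, with 0.13 and 0.16 without replicates 1 and 2 of CT4 (permutation p = 0.285 and 0.179). The ratio of aging to other genes ranged from 3.03 to 3.60 in the forebrain, 3.01 to 3.45 in the cerebellum, 5.24 to 6.51 in the liver and 5.16 to 6.18 in the kidney.

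The rhythm calls depended on the setting. With TMM factors, the JTK_CYCLE counts were 0 for control liver, 135 for sleep-deprived liver, 0 for control kidney and 0 for the overlap in the liver. With periods of 20, 24 and 28 h they were 0, 91 and 0. The cosinor test gave 23 and 1 genes in the forebrain, 1 and 21 in the cerebellum with 1 shared, 1732 and 2328 in the liver with 993 shared, and 846 and 414 in the kidney with 220 shared. The cause was not tested.

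With amplitude relative to the mean of each gene, the correlation with SPM was 0.33 in control liver (permutation p = 0.0825) and reversed to -0.13 in control kidney. Over all tested genes, the control kidney value was 0.22 and past its threshold. The 5 combinations with no rhythmic genes then gave 0.10 and 0.15 in control and sleep-deprived forebrain and 0.22 in sleep-deprived kidney (permutation p = 0.001 in each), and 0.01 and -0.01 in the cerebellum (permutation p = 0.124 and 0.0769). Among rhythmic genes these combinations had no value, and neither had control liver and control kidney with TMM factors. The aging ratio reversed to 0.697, 0.712, 0.678 and 0.711 with relative amplitude in forebrain, cerebellum, liver and kidney. Against lists matched on mean expression it was 0.901 in the forebrain, 1.08 in the cerebellum and 1.02 in the liver, none of them past the threshold, and 1.16 in the kidney.

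With only features counted in all libraries, 7474 genes in control mice and 7063 under sleep deprivation differed between liver and kidney. The share at all 6 time points was then 42.5% and 47.2%. With each time point fitted alone it was 43.7% and 46.8%, and with no fold change threshold 48.2% in control mice. Calls by edgeR and DESeq2 together gave 46.9% and 50.2%. The cause of the moves was not tested.

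Other divisions of the libraries within time points were drawn, 40 including the real one. For the average over time only 1 of the 40, the real one, gave as many genes in the forebrain, the liver and the kidney, and the largest number from any other was 2, 0 and 1. For the joint test 1 of the 40 reached the real number in the liver and in the kidney, with 0 and 75 as the largest others. Where the real number was 0, all 40 divisions trivially gave as many, and some gave far more, up to 1221 for the joint test and 243 for the rhythm difference in the forebrain.

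Depth sets how many counts stand behind genes at low levels. Arc in the liver, at 0.30 CPM in CON, rested on 5 to 17 counts per control library, and its call was lost in 10 of 24 leave-one-out fits. Lost calls did not follow level alone, and a link to depth was not tested. In the liver Egr2, at a mean of 0.64 CPM, lost 13, but Tef, at 161 CPM, lost 15. Gsta1, at 1.42 CPM, and Fos, at 1.82 CPM, lost 0. The joint test recovered 24 of 200 simulated genes with a 2-fold change at 1 time point. Single time points were not simulated.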

Other observations

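The tests of strand, unspliced RNA, interferon and leukocyte genes, choroid plexus genes and library composition in this part were chosen only after the results were seen, while those of the kidney labels, the time order, the expression level and the aging list were set earlier.

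Genes of the interferon response and of MHC class I were lower under sleep deprivation in all 4 tissues. The list was written after some of its genes had been seen among the calls, so its p-values describe these libraries and are no independent test. Its score changed by -0.42 ± 0.13 in the forebrain, -0.31 ± 0.22 in the cerebellum, -0.53 ± 0.24 in the liver and -0.82 ± 0.31 in the kidney on the log2 scale (SD over 6 time points), with adjusted exact permutation p-values of 8.57e-05, 0.00497, 0.000137 and 8.57e-05. It was lower at 6 of 6 time points in forebrain, liver and kidney and at 5 of 6 in the cerebellum. With library sizes alone the changes were -0.42, -0.30, -0.66 and -0.80. The leukocyte list changed by -0.15, -0.03, -0.64 and -0.48, with adjusted exact p-values of 0.0655, 0.796, 8.57e-05 and 8.57e-05.

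An even loss of all leukocytes from the tissue could lower both lists. The interferon score fell beyond the leukocyte score by a difference of -0.26 in the forebrain, -0.28 in the cerebellum and -0.34 in the kidney (adjusted exact p = 0.00812 in each). This argues against an even loss of leukocytes as the whole cause there. The leukocyte list pools several cell types, so a loss of only some of them stays open. Of its 9 genes tested in the forebrain 2 passed, Ptprc at -0.27 and Nkg7 at -1.35 (edgeR list-adjusted p = 0.0443 in each). In the liver the difference was 0.12 (adjusted exact p = 0.269) and the leukocyte list itself was lower at 6 of 6 time points, which is consistent with fewer leukocytes. A few control mice with high levels might also produce the pattern. Without the 2 control libraries of highest score the change was -0.38 in the forebrain, -0.45 in the liver and -0.76 in the kidney, so it did not rest on them. Differences between replicates 1 and 2 of a group went together between liver and kidney (r = 0.85 over 12 groups, exact one-sided sign-flip p = 0.000732, adjusted 0.0176 over 24 tests), in the same direction in 11 of 12 groups. This suggests a state of the animal shared by organs, if libraries of equal group and number came from 1 mouse, which the labels do not say. Of the other 5 pairs of tissues 0 reached an adjusted p of 0.05, although 3 had an unadjusted p under 0.05. The glucocorticoid list was higher at an adjusted exact p under 0.05 in 0 of 4 tissues (1 at an unadjusted p under 0.05, the cerebellum), which leaves glucocorticoid exposure undecided, since genes of that list moved both ways in the liver. A biological effect of sleep deprivation on interferon genes stays open as a hypothesis.

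The covariate for long and short genes bears on the liver and kidney calls, as unspliced RNA or a gene length bias might differ between the libraries of SD and CON. With it 3210 liver genes passed, 2864 of them among the 3592, and 509 kidney genes, 408 of them among the 495. Such a trend was therefore not the whole cause of either count.

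The cerebellum genes of CT8 may reflect the preparation of 1 library. Its antisense genes held 16.5% of the counts of their partners, and against 3.02% to 3.72% in the other 23 cerebellum libraries, and 72.7% of the calls were overlapped on the opposite strand, against 44.2% of the tested genes. Loss of strand information in control replicate 1 could account for both values. It does not explain the calls that are not overlapped.

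In the liver, 3 of the 4 libraries of CT16 stood apart. Long genes exceeded short genes there by 0.33 to 0.50 on the log2 scale, against -0.17 to 0.12 in the other 21 liver libraries, and features of the class named TEC held 0.258% to 0.292% of the counts, against 0.146% to 0.204%. More reads from unspliced RNA could give both. The remaining CT16 library, SD replicate 2, lay at -0.00205. A single library does not decide against an effect of the hour or of the animals, so the 2 explanations cannot be told apart. In the kidney the CT16 libraries lay from -0.07 to 0.09, within the -0.11 to 0.13 of its other times. Among the liver results, only the change averaged over time was refitted without all libraries of CT16.

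Forebrain genes at CT20 showed a similar trend. The median fold change of long genes exceeded that of short genes by 0.19 at CT20, above the other 5 time points. By library, the long and short balance at CT20 was 0.12 and -0.03 in SD and -0.08 and -0.17 in CON. The value of -0.17 was the lowest of all forebrain libraries, so the gap did not come from the SD libraries alone. A difference in unspliced RNA between the SD and CON libraries of that time is a candidate explanation for part of the 526 genes. A response that is specific to the hour stays untested.

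Choroid plexus genes varied widely between cerebellum libraries. Ttr ranged from 0.224 to 2770 CPM, and the genes of the list rose and fell together, with a mean pairwise correlation of 0.913 over the 24 libraries, which is in line with choroid plexus carried over in dissection. Whether sleep deprivation plays a part cannot be told apart from chance (exact permutation p = 0.115, score higher at 5 of 6 time points). In forebrain Ttr ranged from 0.208 to 295 CPM. The liver itself expresses Ttr, at 3005 to 5419 CPM.

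The time labels were tested by ordering. With 101 orders of the time labels, the real one included, 1 order gave as many genes at an adjusted p under 0.05 as the real one in control liver, sleep-deprived liver and control kidney. For combinations with 0 adjusted calls, genes at an unadjusted p under 0.05 were counted, and 1 order reached the number in sleep-deprived kidney, 3 in control forebrain, 10 in sleep-deprived forebrain, 6 in control cerebellum and 5 in sleep-deprived cerebellum. Noise with time labels of no meaning is thus hard to reconcile with the liver and kidney counts, but could give those of sleep-deprived forebrain (10 of 101 orders) and control cerebellum (6 of 101).

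The kidney libraries, whose titles and characteristics conflict, were placed in time by correlating 16 clock genes with the liver profile. Of 24 libraries 20 fell on the hour of the title and 24 within 4 h of it. Of the 20 that conflict, 19 lay nearer the title and 0 nearer the characteristics, so the characteristics are unlikely to be the correct labels. For this test the listed hours were moved by 4 h to the scale of the titles, and the liver profile rested on title hours. An offset shared by all libraries could therefore not be seen. The clock genes say nothing about the condition, which the characteristics gave as control for 22 and sleep deprivation for 2 of the 24.

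The correlation of amplitude with SPM may arise because both follow expression level. Given the log2 mean expression, the partial correlation was 0.48 in control liver and 0.30 in sleep-deprived liver, so level alone did not remove it in the liver, although relative amplitude weakened the first. In control kidney it went from 0.16 to -0.06 (permutation p = 0.725), neither past the threshold. For the aging list over all tested genes, the ratio to lists of matched expression was 0.901 in the forebrain, 1.08 in the cerebellum and 1.02 in the liver. Expression level could therefore account for the larger change there. Among liver genes rhythmic in either condition the ratio to other genes was 2.91. No expression matching was run on that set, so the question stays open for it. In the kidney the ratio was 1.16 (permutation p = 0.0104), so a part beyond expression level stays open.

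The mean total was 34.98 M counts per library. That is lower than the number of reads quoted from the study above. The study gave reads sequenced, while the counts here are pairs assigned to genes after the mapping quality filter. The units differ, so no order of depth follows. The median amplitude changes in the kidney were 1.29 CPM for aging genes and 0.227 CPM for others. Both are lower than the values quoted from the study above. In the liver they were 1.54 CPM and 0.274 CPM. The first is higher and the second lower than quoted. The study gave a total amplitude difference, ran its rhythm test on TPM and worked with transcripts expressed in all samples. The values here are medians of the absolute change in CPM over all tested genes of a tissue. Measure, gene set and unit all differ, so nothing follows from these directions.

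Dbp, a clock output gene, had 0 to 5 counts in every library of each tissue, while its relatives Hlf and Tef were well counted in the liver, at 59.5 ± 16.6 and 157 ± 99.6 CPM in CON (SD, n = 12). No test of the reason was made. The kidney gene Klhdc2, singled out after its values were seen, had 1133 and 1704 CPM in the SD libraries of CT16 and no more than 511 CPM in the kidney libraries of other times, and no explanation of it was tested.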
